# RNA-Seq Reveals the Role of miR-29c in Regulating Inflammation and Oxidative Stress of Bovine Mammary Epithelial Cells

**DOI:** 10.3389/fvets.2022.865415

**Published:** 2022-04-01

**Authors:** Jian Yang, Qi-Chao Hu, Jin-Peng Wang, Qian-Qian Ren, Xing-Ping Wang, Zhuo-Ma Luoreng, Da-Wei Wei, Yun Ma

**Keywords:** dairy cow, mastitis, immune, oxidative stress, RNA-seq

## Abstract

Healthy mammary gland is essential for milk performance in dairy cows. MicroRNAs (miRNAs) are the key molecules to regulate the steady state of mammary gland in dairy cows. This study investigated the potential role of miR-29c in bovine mammary epithelial cells (bMECs). RNA sequencing (RNA-seq) was used to measure the transcriptome profile of bovine mammary epithelial cells line (MAC-T) transfected with miR-29c inhibitor or negative control (NC) inhibitor, and then differentially expressed genes (DEGs) were screened. The results showed that a total of 42 up-regulated and 27 down-regulated genes were found in the miR-29c inhibitor group compared with the NC inhibitor group. The functional enrichment of the above DEGs indicates that miR-29c is a potential regulator of oxidative stress and inflammatory response in bMECs through multiple genes, such as forkhead box O1 (*FOXO1*), tumor necrosis factor-alpha (*TNF-*α), and major histocompatibility complex, class II, DQ alpha 5 (*BoLA-DQA5*) in the various biological process and signaling pathways of stress-activated mitogen-activated protein kinase (MAPK) cascade, Epstein-Barr virus infection, inflammatory bowel disease, etc. The results imply that miR-29c plays an important role in a steady state of bMECs or cow mammary gland and may be a potential therapeutic target for mastitis in dairy cows.

## Introduction

The bovine mammary epithelial cells (bMECs) are the most important cell group of mammary tissues, which act in milk synthesis and innate immunity (1). When the cow mammary gland is exposed to exogenous pathogenic bacteria, bMECs are stimulated to produce reactive oxygen species (ROS), nitric oxide (NO), and pro-inflammatory cytokines, thereby initiating oxidative stress and inflammatory response (2, 3). In the process of dairy farming, the high incidence of mastitis affects the health and economic benefits of dairy cows (4).

MicroRNAs (miRNAs) are small non-coding RNA with a length of about 22 nt that can inhibit the expression levels of genes by targeting the 3' untranslated region (3' UTR) of the messenger RNAs (mRNAs), thereby regulating the biological processes of humans and other animals (5, 6). Previous studies observed that miRNAs could regulate the immunity, proliferation and apoptosis of bMECs. miR-21-3p promotes triglyceride synthesis of bMECs through direct and targeted regulation of elongation-of-very-long-chain (ELOVL) fatty acid elongase 5 (*ELOVL5*) expression (7). miR-24-3p targets multiple endocrine neoplasia type 1 (*MEN1*)/*menin* in bovine mammary epithelial cells line (MAC-T) and regulates cell proliferation and milk protein synthesis in the form of negative feedback (8). miR-146a targets the toll-like receptor 4 (TLR4)/tumor necrosis factor receptor (TNFR)-associated factor 6 (TRAF6)/nuclear factor kappa B (NF-κB) pathway and regulates lipopolysaccharide (LPS)-induced inflammatory response in bMECs by a negative feedback mechanism (9). miR-29 family regulates the synthesis and secretion of milk components, cell proliferation, and apoptosis by targeting DNA-methyltransferase 3A/3B *(DNMT-3A/-3B*) in bMECs (10). In mice and humans, the miR-29 family is a series of small RNA molecules closely related to inflammation or apoptosis (11–13), and miR-29c can target leukemia inhibitory factor (*LIF*) in primary intestinal epithelial cells (ICEs) and is involved in the regulation of proliferation, apoptosis, and immune function, thereby regulating Ulcerative colitis (UC) (14). Previous study found that the expression of miR-29c was down-regulated in mammary tissues samples of cows with *Escherichia coli*-induced mastitis (15) and cows with clinical mastitis (16). However, there is no report on the involvement of miR-29c in bMECs immune response regulation.

In this study, RNA sequencing (RNA-seq), Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) annotations were used to analyze the effects of miR-29c inhibition on the transcriptome profile of bMECs to explore the role of miR-29c in bMECs.

## Materials and Methods

### Cell Culture and Identification

The previously stored MAC-T cells (17) in liquid nitrogen were resuscitated and cultured with 10 mL Dulbecco's Modified Eagle Medium/Nutrient Mixture F-12 (DMEM/F12) medium (Hyclone, UT, USA) containing 10% fetal bovine serum (System Biosciences, Mountain View, CA, USA) in a 5% CO_2_ humidified incubator at 37°C and then passaged every 2 days.

MAC-T cells were identified by immunofluorescence analysis with epithelial marker cytokeratin 18 (18). The cells were inoculated in a six-well plate (NEST, Wuxi, Jiangsu, China). When the cell confluence was 80%, the medium was discarded. The cells were rinsed three times with PBS, and fixed at room temperature for 20 min with pre-cooled 4% paraformaldehyde (Sigma-Aldrich, St. Louis, MO, USA), then added 0.5% Triton X-100 (Sigma-Aldrich, St. Louis, MO, USA), and incubated at room temperature for 5 min. After blocking for 1 h at room temperature in 2% BSA. the cells were incubated with primary antibody for cytokeratin 18 (1:500, Santa Cruz, Dallas, TX, USA) overnight at 4°C. The cells was incubated with Cy3-labeled goat anti-mouse IgG (1:200, Beyotime, Shanghai, China) for 1 h at room temperature, then incubated with DAPI (Beyotime, Shanghai, China) for 10 min at room temperature, followed by seal the coverslip and imaging under fluorescence inverted microscope (Olympus, Shinjuku-ku, Tokyo, Japan).

### Cell Transfection

The miR-29c inhibitor and NC (negative control) inhibitor were designed and synthesized by Guangzhou RiboBio Co., Ltd. (Guangzhou, China). MAC-T cells were inoculated into a six-well cell culture plate (NEST, Wuxi, Jiangsu, China), a fresh medium was added before transfection when the cell confluence was 60~70%. X-treme GENE™ HP DNA Transfection Reagent (Roche, Basel, Switzerland) was used for instantaneous transfection of miR-29c inhibitor (100 nM) or NC inhibitor (100 nM) according to the manufacturer's instructions. The transfection efficiency was observed under fluorescence inverted microscope (Olympus, Shinjuku-ku, Tokyo, Japan) and detected by quantitative real-time polymerase chain reaction (qRT-PCR) of miR-29c in the transfected cells. The MAC-T cells were harvested at 48 h after transfection for RNA extraction.

### Construction of Transcriptome Libraries and Sequencing

Total RNA of 6 MAC-T cells samples, including 3 replicates of miR-29c inhibitor transfected cells and 3 replicates of NC inhibitor transfected cells, were extracted by TRIzol reagent (Takara, Beijing, China) for constructing transcriptome libraries. The integrity of the RNA samples were detected by agarose gel electrophoresis, and the purity was detected by Nanodrop (Thermo Fisher Scientific, Waltham, MA, USA). The optical density (*OD*_260_/*OD*_280_) of all RNA samples ranged from 1.8 to 2.0, indicating that the RNA samples were qualified. Then, 1 μg total RNA was used to construct transcriptome library by ABclonal mRNA-seq Lib Prep Kit (ABclonal, Wuhan, Hubei, China), and mRNA was enriched with magnetic beads with oligo (dT). mRNA was broken into short fragments by fragmentation buffer and used as a template. First-strand of complementary DNA (cDNA) was synthesized by random hexamers, and then the second-strand of cDNA was synthesized by adding buffer, deoxynucleotide triphosphate (dNTPs), DNA polymerase I, and RNase H. Then, AMPure XP beads were used to purify double-stranded cDNA. Purified double-stranded cDNA ends were repaired. A-tails were added, and sequencing adapters were connected. Then, AMPure XP beads were used to select segment sizes. Polymerase chain reaction (PCR) amplification was performed, and AMPure XP beads were used to purify the PCR products to get the final library. After the library's construction, the insert size and effective concentration of the library were detected to ensure the quality of the library. After the quality inspection, the 6 libraries were sequenced on Illumina Novaseq 6000 (Illumina, Inc., San Diego, CA, USA) high-throughput platform in shanghai applied protein technology co. ltd. (Shanghai, China).

### Quality Control and Mapping of Sequencing Data

After high-throughput sequencing, raw data were stored in FASTQ file format. Clean reads were obtained after the quality control of raw reads by Perl, such as removal of adapters sequence, filtering out low-quality reads and filtering out reads with N ratio >5%. Clean reads were compared to mapped reads in the *Bos taurus* reference genome UMD3.1 (http://oct2018.archive.ensembl.org/Bos_taurus/Info/Index) using HiSAT2 software (http://daehwankimlab.github.io/hisat2/).

### Differential Expression Analysis of Genes

The expression level of each gene in each sample was calculated using FeatureCounts software (http://subread.sourceforge.net/). The gene expression level was expressed as FPKM (number of bases per million compared segments to transcript per thousand) (19). DESeq2 (http://bioconductor.org/packages/release/bioc/html/DESeq2.html) was used to compare the genes expression levels of miR-29c inhibitor and NC-inhibitor groups, with *P* < 0.05 & | log${}_{2}^{\text{foldchange}}$ | > 1 as the standard significance of the difference between the groups.

### Reverse Transcription and qRT-PCR

The reverse transcription reactions of miR-29c and mRNAs were carried out by stem-loop structure primer (20) (Supplementary Table S1) and the mixture of Oligo (dT) primers and random 6 mers, respectively. All reverse transcription reactions were performed using 1 μg total RNA as the template and using PrimeScript™ RT Reagent Kit with gDNA Eraser (Takara Biomedical Technology Co., Ltd., Beijing, China) according to the manufacturer's instructions.

qRT-PCR was used to detect the transfection efficiency of miR-29c and validate the differentially expressed genes (DEGs) obtained by RNA-seq. qRT-PCR was performed using 2× M5 HiPer SYBR Premix EsTaq plus kit (Mei5 Biotechnology Co., Ltd., Beijing, China) on a CFX96 assay system (Bio-Rad Laboratories, Inc., CA, USA) in a 20 μL reaction system, including 10 μL 2 × M5 HiPer SYBR Premix Es Taq (with Til RNaseH), 0.8 μL 10 μmol/L of each of forward and reverse primers, 2.0 μL cDNA (100 ng/μL) and 6.4 μL RNase-free ddH_2_O. The amplification conditions were as follows: pre-denaturation at 95°C for 30 s, followed by 40 cycles of denaturation at 95°C for 5 s and annealing/extension at 60°C for 30 s. The primers designed with Primer Premier 5 (PREMIER Biosoft International, Palo Alto, CA, USA) are presented in Supplementary Table S1.

The relative expression levels of miR-29c and DEGs were normalized by glyceraldehyde 3-phosphate dehydrogenase (*GAPDH*) and ribosomal protein S18 (*RPS18*) (21), and the data were calculated using the 2^−Δ*ΔCT*^ method (22). A significant difference was performed using SPSS 25.0 Student's *t*-tests to determine the statistical significance of the two groups, and *P* < 0.05 indicated significant difference, and *P* < 0.01 indicated extremely significant difference. All data were expressed as mean ± standard error of the mean (SEM).

### Functional Annotation of DEGs

The R package of clusterProfiler (version: 4.0.5) (23) was used for GO and KEGG enrichment analysis of DEGs, and terms with a *P* < 0.05 were considered significantly enriched.

## Results

### Detection of miR-29c Silencing Effect in MAC-T Cells

The identification of MAC-T cells was performed by detecting the expression of epithelial cell-specific cytokeratin 18. The results showed that cytokeratin 18 was expressed in all cells (Supplementary Figure S1), suggested that the MAC-T cells used in this study were reliable.

After MAC-T cells were transfected with a Cy3-labeled NC inhibitor and incubated for 24 h, red fluorescence in MAC-T cells were clearly observed (Figure 1A). The qRT-PCR results showed that the expression of miR-29c was significantly down-regulated in miR-29c inhibitor group compared with the NC inhibitor group (*P* < 0.01, Figure 1B). The above results indicated that the inhibitor successfully inhibited the expression of miR-29c in MAC-T cells.

**Figure 1:**
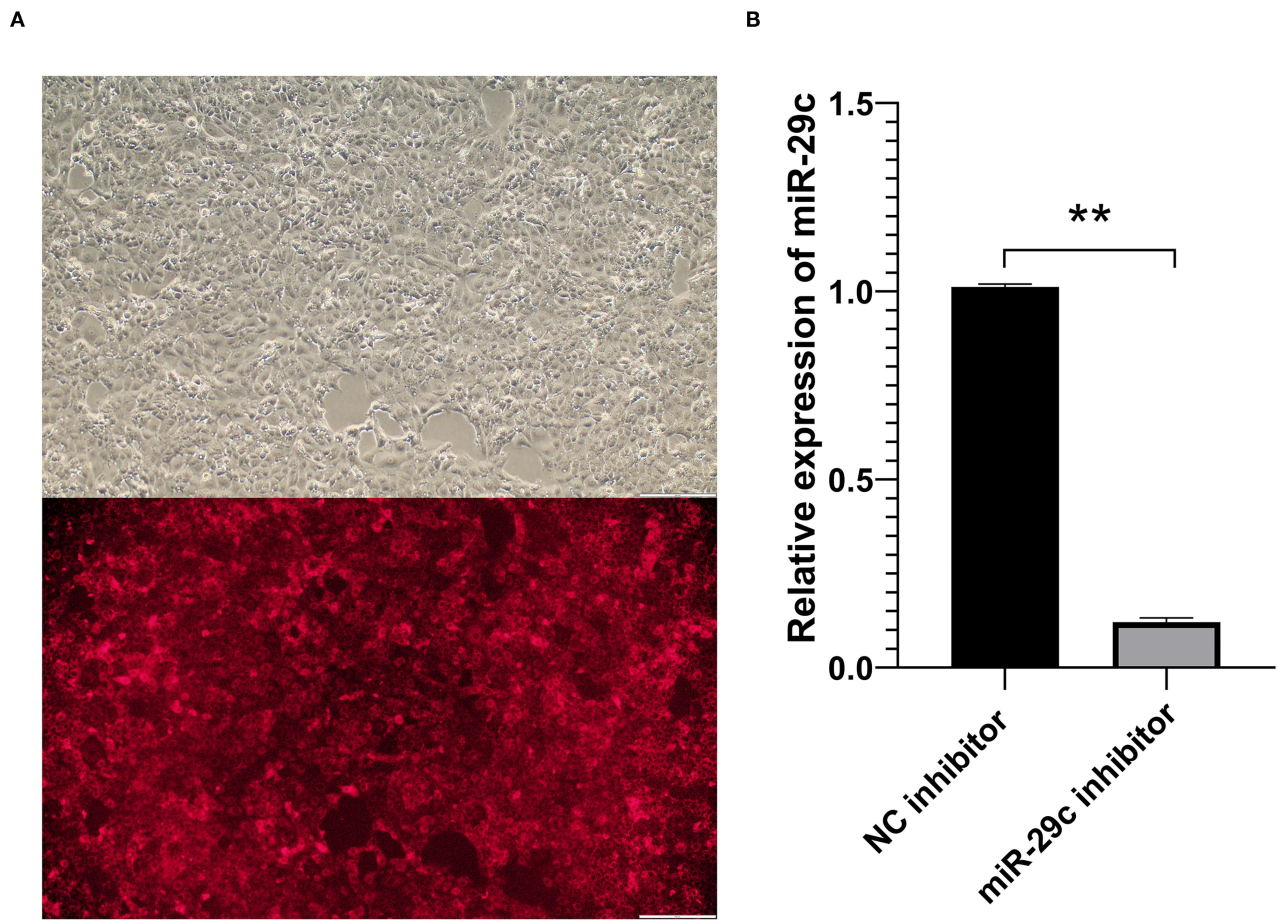
Transfection efficiency detection of bovine miR-29c in MAC-T cells. **(A)** Transfection efficiency of NC inhibitor in MAC-T cells observed by fluorescence microscopy. **(B)** The transfection efficiency of bovine miR-29c inhibitor in MAC-T cells were measured by qRT-PCR. Data are presented as mean ± SEM. **P < 0.01.

### RNA-Seq Summary Statistics

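MAC-T cells, an established bovine mammary epithelial cell line, were transfected with 100 nM of the miR-29c inhibitor or of the NC inhibitor, a control inhibitor with no intended target, and were harvested after 48 h. The paper sequenced 3 libraries of each group. Replicates 1 and 2 of each group were analysed here, and replicate 3 of each group was not analysed here, so that every comparison below is of 2 libraries against 2. The authors aligned the reads with HISAT2 to the bovine genome and counted them on genes with featureCounts, and the deposited values are these counts, without normalization. The options of the counting, such as its use of strand, are not given in the sources used here. Each library lists 29154 genes, of which 1547 carry an identifier that is not an Ensembl identifier. The counts summed to 14479278 and 16213226 in NC inhibitor replicates 1 and 2, and to 14562206 and 15668327 in miR-29c inhibitor replicates 1 and 2. From these counts, library sizes were scaled by edgeR's TMM method, with factors between 0.992 and 1.01, and the groups were compared by edgeR's quasi-likelihood test over the 20300 genes with at least 1 count in total. The paper used DESeq2, and its text names no filter on low counts, so that genes with very few counts entered both comparisons. A log2 fold change above 0 means a higher level in the miR-29c inhibitor group. Standard errors were derived from the test statistic, and adjusted p values are Benjamini-Hochberg adjusted over all genes tested. The files carry no gene symbols, and symbols were taken from Table S2 of the paper.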

Total RNA was extracted from each sample of NC inhibitor and miR-29c inhibitor groups. Transcriptome libraries were established, and RNA-seq was performed. A total of 267 million clean reads were obtained by filtering the original data, and at least 5.67 G of the clean base was obtained from each sample, which could be further used for subsequent analysis. The Q30 of all samples were >92.6%, and the GC content ranged from 47.05 to 47.57% (Table 1). 

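The total counts on genes were set against the uniquely mapped reads that the paper gives in Table 2. Taking each count as a pair of reads, the counts amounted to 75.2% and 74.7% of the uniquely mapped read pairs in NC inhibitor replicates 1 and 2. In miR-29c inhibitor replicates 1 and 2 they amounted to 76.2% and 76.1%. The values at the following results use the counts on genes, not the mapped reads.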

Clean reads were mapped to the bovine reference genome, and the total mapping rate reached 95.67–96.14%, among which 93.23–93.74% of clean reads had unique mapped positions on the reference sequence (Table 2). The boxplot of expression abundance (FPKM) of genes in each sample showed the overall gene expression abundance of different samples (Figure 2). 

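FPKM values were not used here, since gene lengths were not analysed, and the counts were scaled by library size (CPM). Between 18111 and 18341 genes had at least 1 count in a library. The median of log10(CPM + 0.01) over all genes listed lay between -0.309 and -0.284 in the 4 libraries, and the upper quartile between 1.327 and 1.329. The 10 genes with the most counts took 6.85% and 6.90% of the counts in the NC inhibitor libraries and 7.14% and 7.04% in the miR-29c inhibitor libraries.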

Correlation analysis between samples showed that *R*^2^-values were >0.8 for each group of biological replicates (Figure 3). 

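Across the genes listed, the squared Pearson correlation of log2(CPM + 1) was 0.9963 between both NC inhibitor libraries and also 0.9963 between both miR-29c inhibitor libraries. Between libraries of different groups it ranged from 0.9953 to 0.9961, so that the correlation between groups was nearly as high as within a group. The squared Spearman correlation moved these values most, to 0.949 within the NC inhibitor group and 0.950 within the miR-29c inhibitor group. Genes are not independent replicates, and no test was made on these correlations. Replicates of a group were not copies of a single library, since a chi-square statistic of their counts over genes with at least 20 counts came to 3.01 per degree of freedom in the NC inhibitor group and 2.57 in the miR-29c inhibitor group.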

The above results indicated that our sequencing data met the requirements for the analysis of DEGs.

**Table 1:** Summary of RNA-seq data.

**Sample**	**Raw reads**	**Clean reads**	**Clean bases**	**Error (%)**	**Q20 (%)**	**Q30 (%)**	**GC (%)**
NC inhibitor-1	41433410	41141648	5.7G	0.03	97.59	93.02	47.07
NC inhibitor-2	46829314	46481256	6.42G	0.03	97.38	92.6	47.08
NC inhibitor-3	46103512	45797992	6.33G	0.03	97.69	93.28	47.05
miR-29c inhibitor-1	41238106	40934936	5.67G	0.03	97.43	92.73	47.29
miR-29c inhibitor-2	44529582	44186794	6.12G	0.03	97.5	92.89	47.34
miR-29c inhibitor-3	48910762	48539344	6.72G	0.03	97.7	93.33	47.57

**Table 2:** Overview of reads mapped to reference genome.

**Sample**	**Clean reads**	**Total mapped**	**Multiple mapped**	**Unique mapped**	**Non-splice reads**	**Splice reads**
NC inhibitor-1	41141648	39472120 (95.94%)	974286 (2.37%)	38497834 (93.57%)	24104014 (58.59%)	14393820 (34.99%)
NC inhibitor-2	46481256	44516188 (95.77%)	1120799 (2.41%)	43395389 (93.36%)	27311222 (58.76%)	16084167 (34.60%)
NC inhibitor-3	45797992	44030956 (96.14%)	1099954 (2.40%)	42931002 (93.74%)	26878587 (58.69%)	16052415 (35.05%)
miR-29c inhibitor-1	40934936	39185061 (95.73%)	984702 (2.41%)	38200359 (93.32%)	23783716 (58.10%)	14416643 (35.22%)
miR-29c inhibitor-2	44186794	42275231 (95.67%)	1077856 (2.44%)	41197375 (93.23%)	25608388 (57.95%)	15588987 (35.28%)
miR-29c inhibitor-3	48539344	46546820 (95.90%)	1216390 (2.51%)	45330430 (93.39%)	28118316 (57.93%)	17212114 (35.46%)

**Figure 2:**
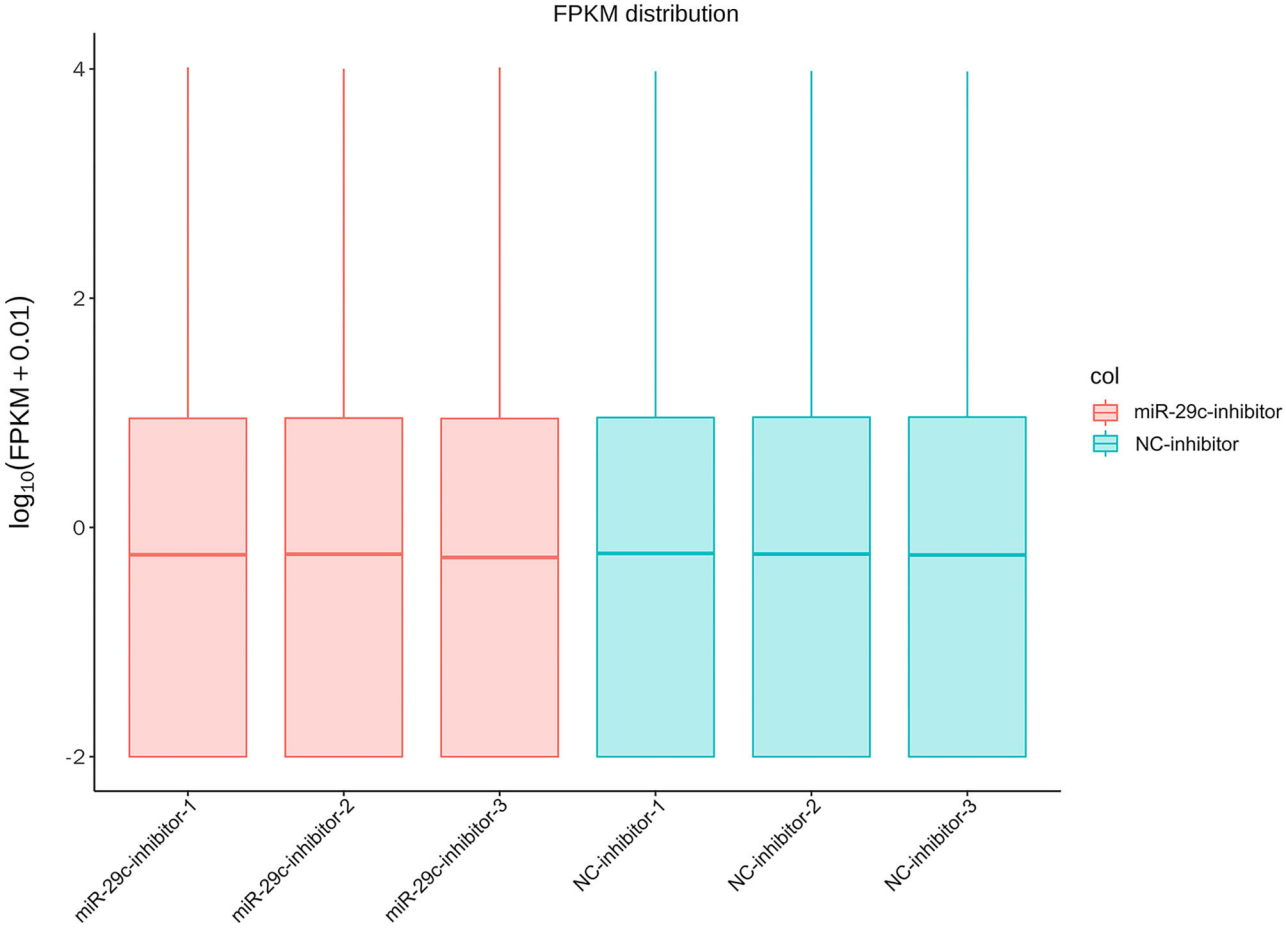
The boxplot of expression abundance (FPKM) of genes in each sample.

**Figure 3:**
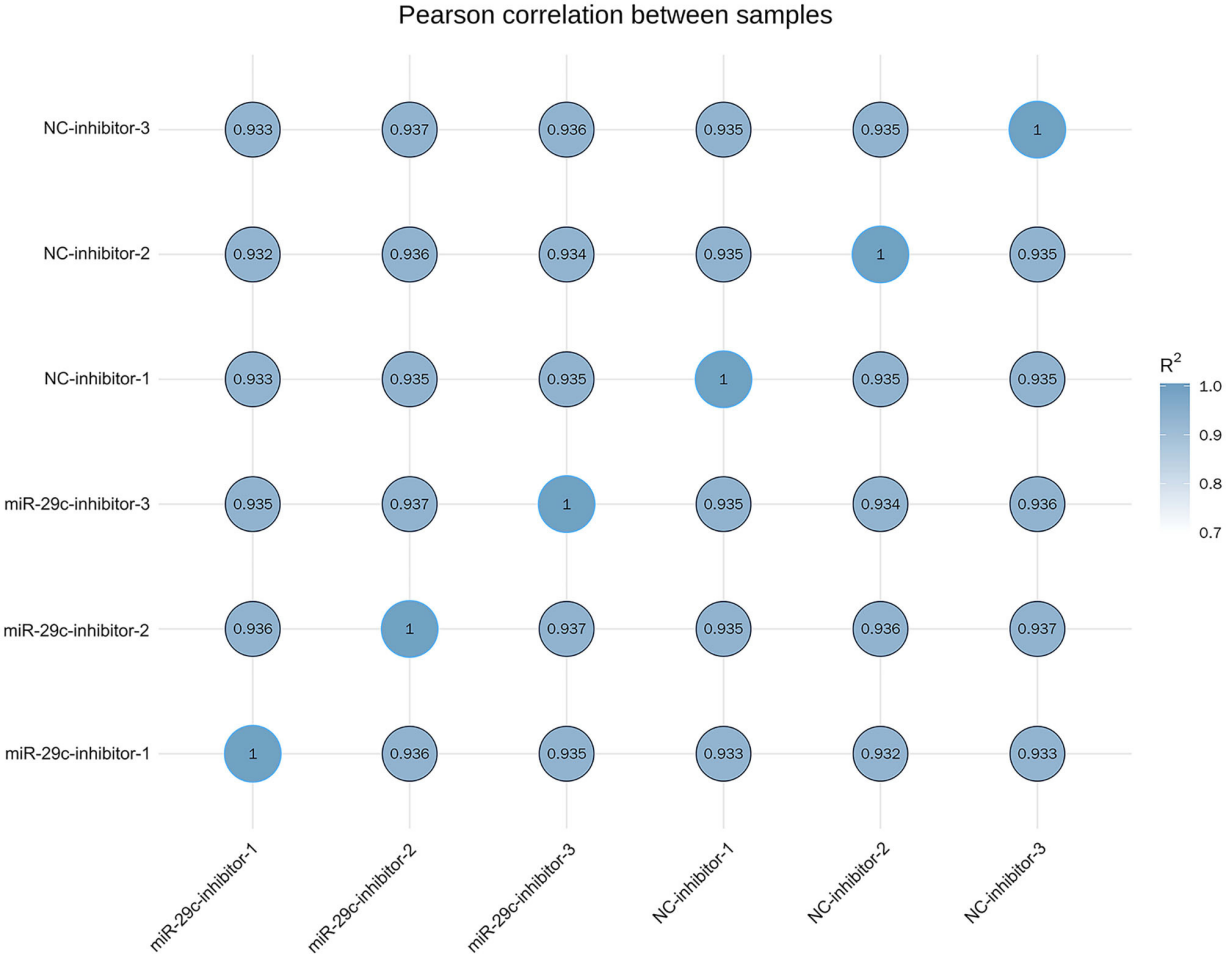
Heat map of the correlation coefficient between samples.

### Differential Expression Analysis of Genes

With *P* < 0.05 and |log${}_{2}^{\text{foldchange}}$|>1, a total of 42 genes were significantly up-regulated and 27 genes were significantly down-regulated in the miR-29c inhibitor group compared with the NC inhibitor group (Figures 4A,B, Supplementary Table S2). 

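At the paper's threshold of an unadjusted P below 0.05 and an absolute log2 fold change above 1, edgeR's quasi-likelihood test called 87 genes higher and 70 genes lower in the miR-29c inhibitor group. The median of the total count of these 157 genes over the 4 libraries was 32, and 25 of them also had an adjusted p below 0.05. Requiring at least 10 counts in every library moved the counts most, to 17 higher and 10 lower genes among 13584 genes tested, and the DESeq2 Wald test gave 28 higher and 15 lower genes. Without the fold change limit, 183 genes were higher and 114 lower at an adjusted p below 0.05 from edgeR's quasi-likelihood test. This adjusted count fell to 55 higher and 17 lower genes without miR-29c inhibitor replicate 2 and to 127 higher and 34 lower genes without NC inhibitor replicate 1. With DESeq2 it was 44 higher and 2 lower genes.
Of the 69 genes of Table S2, all were found in the files and all changed in the direction of the paper. Of the 42 higher genes 31 were called again at the paper's threshold, and of the 27 lower genes 19. At the adjusted p of edgeR's quasi-likelihood test, 21 higher genes and 1 lower gene were called, and at that of DESeq2 7 higher genes and 1 lower gene. The libraries analysed are part of those behind Table S2, so that this is not independent evidence. The lower genes of Table S2 had few counts, with a median total of 19 over the 4 libraries, and 9 of them had no count in the miR-29c inhibitor libraries. Among the lower genes 26 had a mean normalized count under 30 in the NC inhibitor group.

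**Figure D1:**
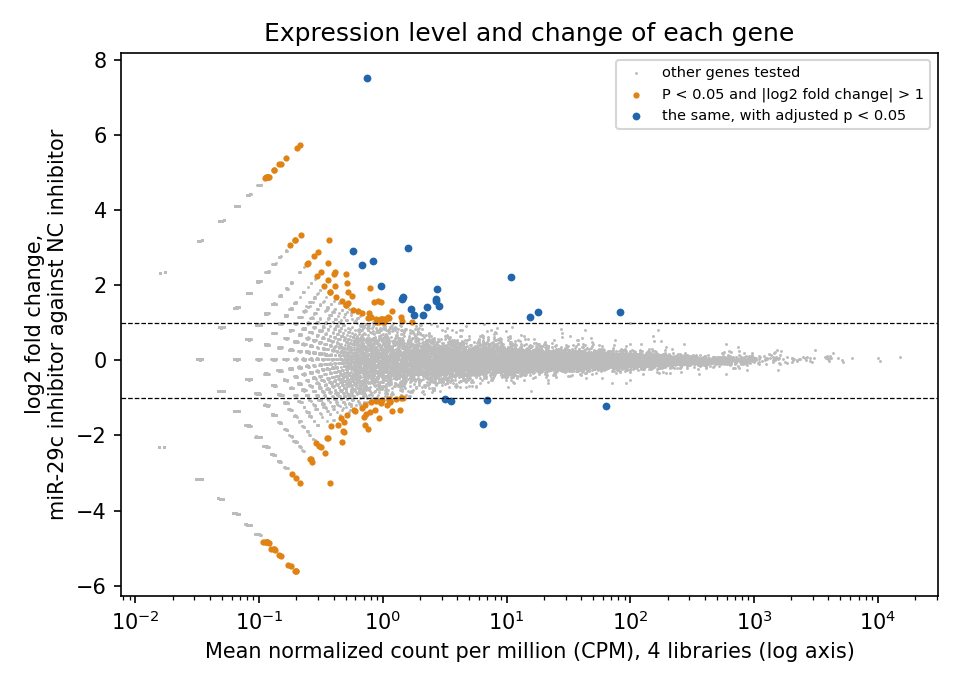
Each point is a gene, with its mean normalized CPM over the 4 libraries on a log axis and its log2 fold change between the miR-29c inhibitor and the NC inhibitor group. Orange points pass the paper's threshold, blue points also have an adjusted p below 0.05, and most orange points lie below 1 CPM; the fitted changes of genes with no count in a group depend on the fit and are not bounds.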

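FOXO1 (ENSBTAG00000044105) had 31 and 21 counts in NC inhibitor replicates 1 and 2, and 12 and 13 counts in miR-29c inhibitor replicates 1 and 2. Its log2 fold change was -1.03 with a standard error of 0.41, and the adjusted p of edgeR's quasi-likelihood test was 0.304, at an unadjusted P of 0.0125 from edgeR. BOLA-DQA5 (ENSBTAG00000038128) had 17 and 31 counts in the NC inhibitor libraries and 14 and 10 counts in the miR-29c inhibitor libraries. Its log2 fold change was -0.95 with a standard error of 0.43, which lies short of the paper's fold change limit, and its adjusted p was 0.425 from edgeR's quasi-likelihood test, at an unadjusted P of 0.0252 from edgeR. BOLA-DQA5 belongs to a multigene family, and whether its counts include reads of other members was not tested, so that its value may be uncertain. TNF (ENSBTAG00000025471) had 2 and 1 counts in the NC inhibitor libraries and 0 counts in both miR-29c inhibitor libraries. At this depth no fold change can be given for TNF, since 3 counts in a group are what a count of 0 allows, and its unadjusted P from edgeR was 0.208. The paper's mean of 3.31 normalized counts in the NC inhibitor group includes replicate 3, which was not analysed here.

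**Figure D2:**
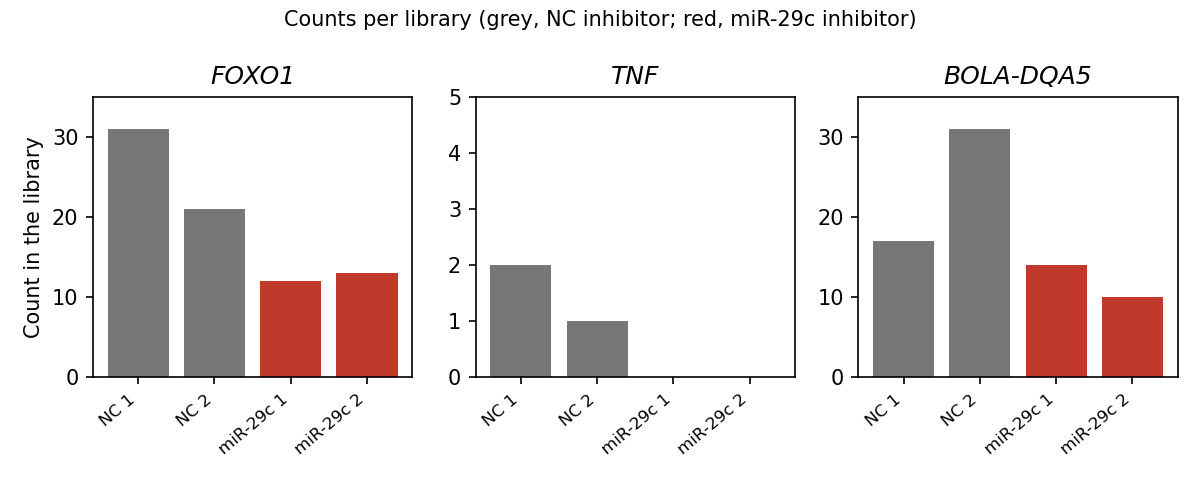
Bars give the count of each gene in each library, grey for the NC inhibitor and red for the miR-29c inhibitor, and the axis of TNF has its own scale. FOXO1 and BOLA-DQA5 lie between 10 and 31 counts in every library, and TNF has 3 counts in all.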

Three immune-related DEGs, namely forkhead box O1 (*FOXO1*), tumor necrosis factor-alpha (*TNF-*α), and major histocompatibility complex, class II, DQ alpha 5 (*BoLA-DQA5*) (24–26), were significantly down-regulated in the miR-29c inhibitor group (the values of log${}_{2}^{\text{foldchange}}$ of *FOXO1, TNF-*α, and *BoLA-DQA5* were −1.0581, −4.1784, and −1.394, respectively). The above results suggested that miR-29c might regulate the immune response in MAC-T by regulating these genes.

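With a library left out, its group keeps 1 library, which is assumed to vary like those of the other group. With each library left out in turn, the log2 fold change of FOXO1 stayed below 0 and lay between -1.36 and -0.63. The weakest value was the one without NC inhibitor replicate 1, where the unadjusted P of edgeR's quasi-likelihood test was 0.27, and without each of the other 3 libraries FOXO1 passed the paper's threshold. The log2 fold change of BOLA-DQA5 lay between -1.26 and -0.55, and its unadjusted P from edgeR was 0.368 without NC inhibitor replicate 2 and 0.168 without miR-29c inhibitor replicate 2. It passed the paper's threshold without NC inhibitor replicate 1, at an unadjusted P of 0.0142 from edgeR, and without miR-29c inhibitor replicate 1, at 0.0191 from edgeR. With the DESeq2 Wald test the unadjusted P was 0.115 for FOXO1 and 0.171 for BOLA-DQA5. In each of these genes both miR-29c inhibitor libraries lay below both NC inhibitor libraries, an order for which the exact two-sided permutation p of 2 libraries against 2 is 0.333, the smallest it can be. From the lower level of these 3 genes, the paper proposes that miR-29c takes part in the immune response of MAC-T cells.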

**Figure 4:**
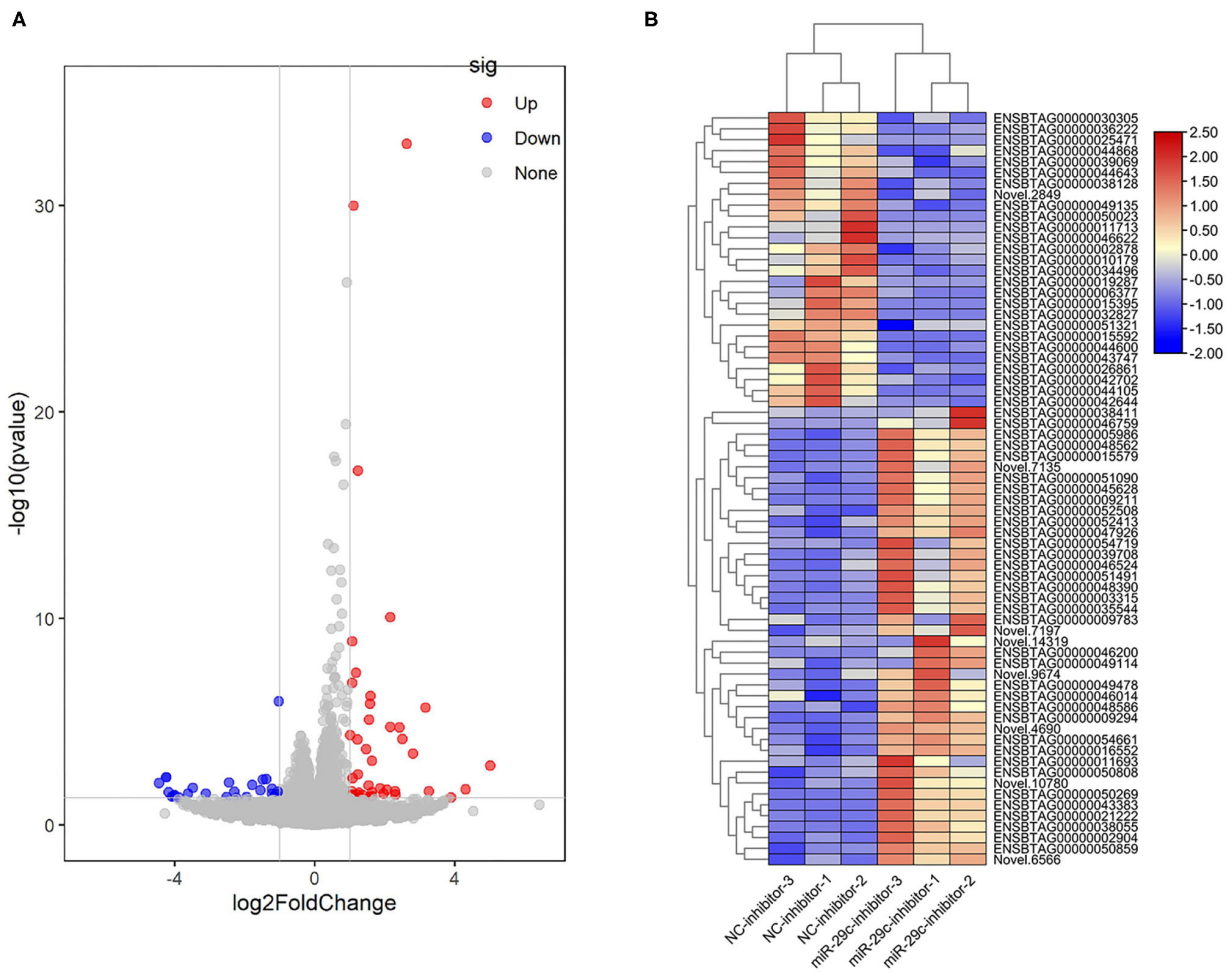
Analysis of DEGs in miR-29c inhibitor and NC inhibitor groups. **(A)** Volcano map of genes expression between the miR-29c inhibitor and NC inhibitor groups. The red points represent up-regulated genes, and the blue points represent down-regulated genes with statistical significance. **(B)** Cluster heat map of DEGs between the miR-29c inhibitor and NC inhibitor groups.

### Validation of RNA-Seq Results by qRT-PCR

To verify the results of the deep sequencing and the DEGs obtained by RNA-seq analysis, a total of 8 DEGs were randomly selected for qRT-PCR. 

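Of the 8 genes taken for qRT-PCR (Figure 5), SEM1, GNAS, ZNF771 and TMEM160 were higher in the miR-29c inhibitor libraries, and FOXO1, BOLA-DQA5, IFNE and FAM81B were lower. TMEM160 (ENSBTAG00000015579) had 50 and 68 counts in the NC inhibitor libraries and 224 and 314 counts in the miR-29c inhibitor libraries. Its log2 fold change was 2.22 with a standard error of 0.16 and an adjusted p of 5e-39 from edgeR's quasi-likelihood test. This fit gave each gene the spread of genes at its level rather than its own, and the adjusted p of TMEM160 from DESeq2 was 1.24e-14. ZNF771 (ENSBTAG00000021222) rose from 9.57 ± 0.458 to 21.2 ± 0.944 CPM (SD, n = 2 libraries each). Its log2 fold change was 1.15 with an adjusted p of 1.13e-15 from edgeR and of 2.48e-06 from DESeq2. GNAS (ENSBTAG00000052413) rose from 3.25 ± 0.899 to 6.19 ± 0.440 CPM (SD, n = 2 libraries each), a log2 fold change of 0.92 with an adjusted p of 0.0015 from edgeR and of 0.804 from DESeq2. IFNE (ENSBTAG00000039069) had 17 and 20 counts in the NC inhibitor libraries and 6 and 11 counts in the miR-29c inhibitor libraries, with an adjusted p of 0.486 from edgeR. FAM81B (ENSBTAG00000019287) had 6 and 3 counts in the NC inhibitor libraries and 0 counts in both miR-29c inhibitor libraries. Against 3 counts over the group this is at least 2.95-fold lower if the NC inhibitor counts are taken as exact, which counts of 6 and 3 are not. The adjusted p of FAM81B was 0.364 from edgeR. The paper's qRT-PCR measurements were not analysed here.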

Comparing the qRT-PCR results with the RNA-seq results, the expression trends of 8 DEGs obtained by two methods were similar (Figure 5), indicating that the results of RNA-seq and the screening of DEGs were reliable.

**Figure 5:**
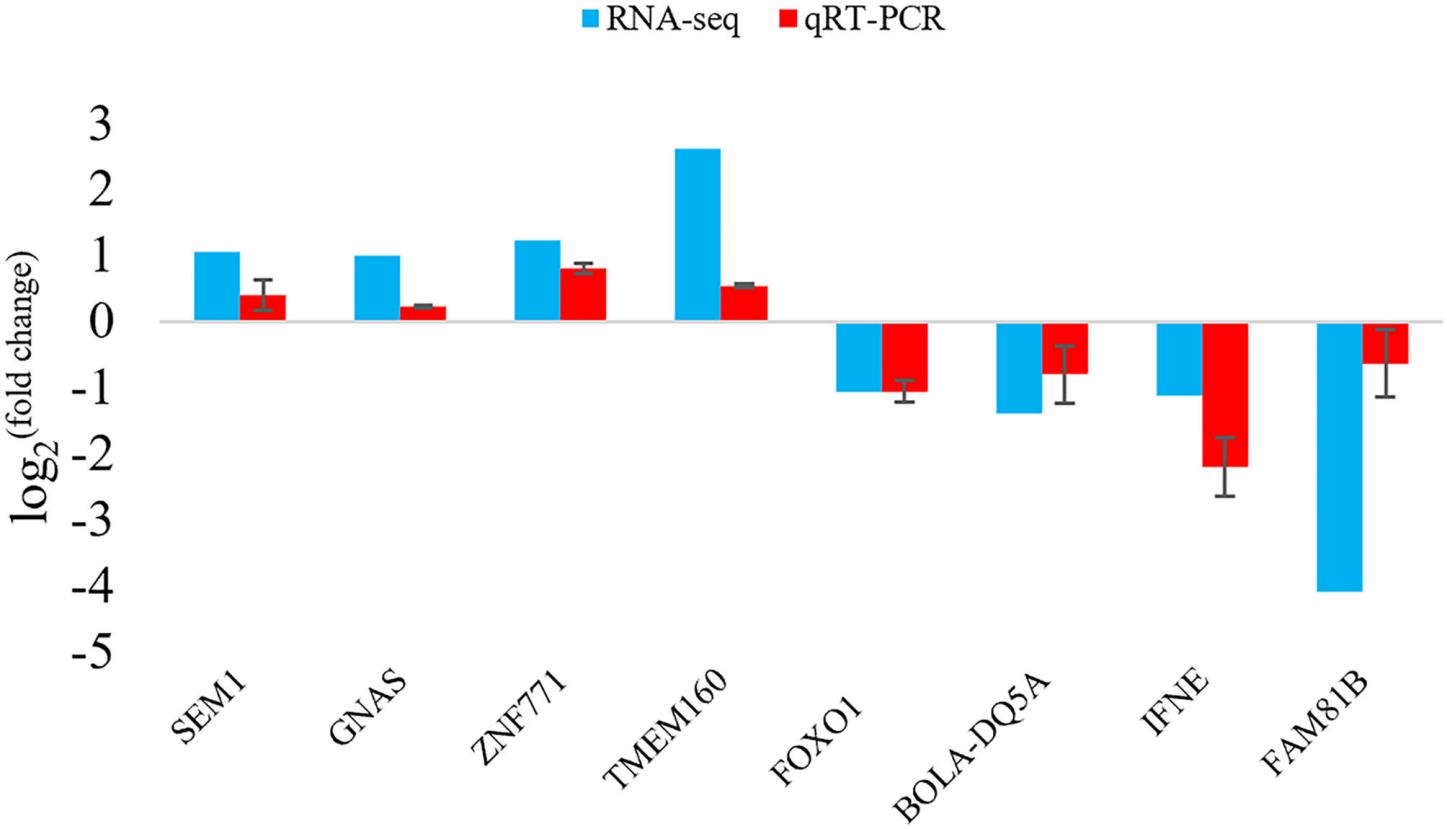
qRT-PCR validation of DEGs.

### GO and KEGG Analysis of DEGs

Total DEGs were annotated to cellular components (CC), molecular function (MF), and biological process (BP) through GO enrichment analysis. Figure 6, Supplementary Table S3 shows the top 10 entries in each group. The results showed that DEGs were significantly enriched in CC entries, such as anaphase-promoting complex, nuclear ubiquitin ligase complex, and proteasome accessory complex. 

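Each of these terms rests on a single gene of Table S2. UBE2S (ENSBTAG00000009211), the member of anaphase-promoting complex and nuclear ubiquitin ligase complex, was 67.6 ± 3.71 CPM in the NC inhibitor group and 133 ± 21.7 CPM in the miR-29c inhibitor group (SD, n = 2 libraries each). Its log2 fold change was 0.98 with a standard error of 0.06 and an adjusted p of 1.16e-49 from edgeR's quasi-likelihood test. This fit gave each gene the spread of genes at its level rather than its own, so that its p values may be too small. With DESeq2 the standard error of UBE2S was 0.175 and its adjusted p 2.44e-05. SEM1 (ENSBTAG00000052508), the member of proteasome accessory complex, had 764 and 730 counts in the NC inhibitor libraries and 1661 and 1888 counts in the miR-29c inhibitor libraries. The log2 fold change of SEM1 was 1.28 with an adjusted p of 1.99e-73 from edgeR and of 2.28e-34 from DESeq2. A second locus (ENSBTAG00000034496), which Table S2 also describes as proteasome subunit SEM1, changed the other way, from 1197 and 1550 counts to 527 and 623 counts. Its log2 fold change was -1.22 with an adjusted p of 3.96e-56 from edgeR and of 1.21e-24 from DESeq2. Whether the counting split reads between these loci was not tested, so that the value of each may be uncertain. With the counts of both loci added, the log2 fold change was 0.18 with a standard error of 0.06, and the adjusted p from edgeR was 0.085.

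**Figure D3:**
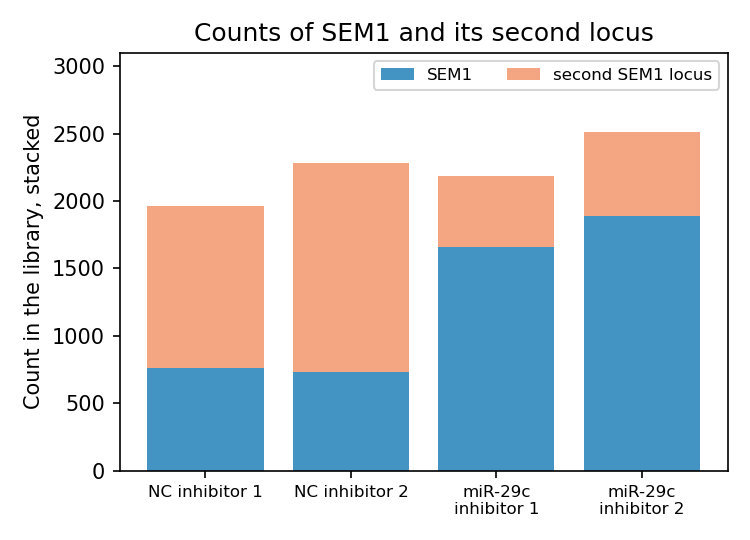
Bars give the counts of SEM1 and of its second locus in each library, stacked. The summed counts lie between 1961 and 2511 in the 4 libraries, while the part counted on SEM1 is larger in both miR-29c inhibitor libraries.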

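Among the terms of molecular function in Table S3, each of the 5 holds a single gene of Table S2. SNARE binding holds CPLX1 (ENSBTAG00000050808), which had 9 and 11 counts in the NC inhibitor libraries and 19 and 14 counts in the miR-29c inhibitor libraries. Its log2 fold change was 0.75 with a standard error of 0.51, and its adjusted p was 0.778 from edgeR's quasi-likelihood test. The log2 fold change was 0.47 without miR-29c inhibitor replicate 1 and 1.01 without miR-29c inhibitor replicate 2. Protein phosphatase binding holds FOXO1 and protease binding holds TNF, neither of which had an adjusted p below 0.05 from edgeR.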

MF annotation indicated that the DEGs might play a role in SNARE binding, protein phosphatase binding and protease binding. 

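The terms named stress-activated MAPK cascade, stress-activated protein kinase signaling cascade and cellular response to reactive oxygen species each hold FOXO1 and TNF, 2 genes of Table S2. The terms on positive regulation of both cascades hold TNF alone. In the libraries analysed 1 of these 2 genes, FOXO1, passed the paper's threshold with edgeR, though not without NC inhibitor replicate 1, and neither passed it with the DESeq2 Wald test. Of the 332 terms of biological process in Table S3, 290 hold TNF, and 211 of these hold no other gene. A further 61 of them hold TNF and 1 other gene.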

BP annotation showed that the DEGs might be involved in regulating stress-activated mitogen-activated protein kinase (MAPK) cascade, stress-activated protein kinase signaling cascade, and cellular response to ROS. KEGG enrichment was used to analyze the possible key signaling pathways involved in DEGs (Figure 7, Supplementary Table S4). 

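Asthma, allograft rejection and inflammatory bowel disease each hold BOLA-DQA5 and TNF in Table S4, and Epstein-Barr virus infection holds these genes with SEM1 and its second locus. The Entrez identifiers of Table S4 were named from a RefSeq gene list of assembly ARS-UCD2.0, which matched 10 of 10. In the libraries analysed, neither member of the first 3 pathways passed the paper's threshold with edgeR or DESeq2 in the 4 libraries, though BOLA-DQA5 passed it with edgeR without replicate 1 of either group, and neither had an adjusted p below 0.05 from edgeR's quasi-likelihood test. Of the 4 members of Epstein-Barr virus infection, 2 passed the paper's threshold, which were SEM1, higher, and its second locus, lower.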

DEGs were significantly enriched in immune-related signaling pathways, such as asthma, allograft rejection, Epstein-Barr virus infection, and inflammatory bowel disease. 

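Of the 33 pathways in Table S4, 28 hold at least 1 of FOXO1, TNF and BOLA-DQA5. TNF is in 27 of them, BOLA-DQA5 in 14 and FOXO1 in 4. In 21 pathways TNF stands with only 1 other gene. A gene with an adjusted p below 0.05 from edgeR's quasi-likelihood test is in 14 pathways, and in 5 of these it is GNAS alone. With DESeq2 such a gene is in 9 pathways, all of which hold both SEM1 loci. The smallest adjusted p value that the paper's Table S4 gives for a pathway is 0.0687.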

The analysis showed that most of these results were related to *FOXO1, TNF-*α, and *BOLA-DQA5*, which were significantly down-regulated in the miR-29c inhibitor group and were previously tested to be involved in the regulation of oxidative stress and immune response. The above results suggested that miR-29c might be involved in the regulation of oxidative stress and the immune response of MAC-T through the above-mentioned genes.

**Figure 6:**
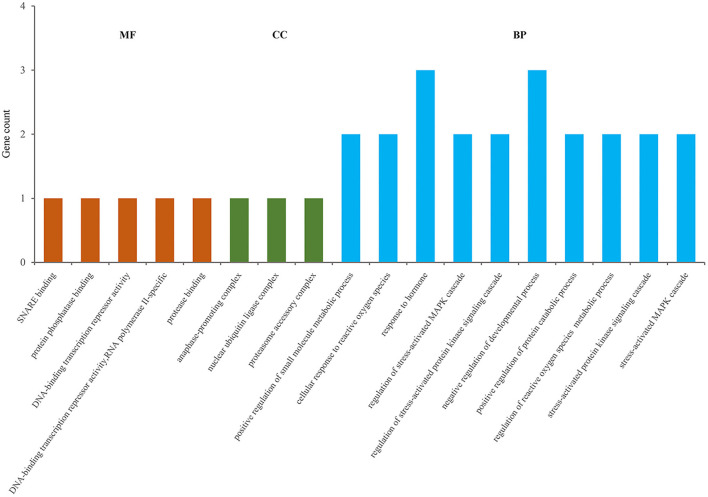
GO annotation of DEGs, and the significance level of enrichment was set at *P* < 0.05 (top10).

**Figure 7:**
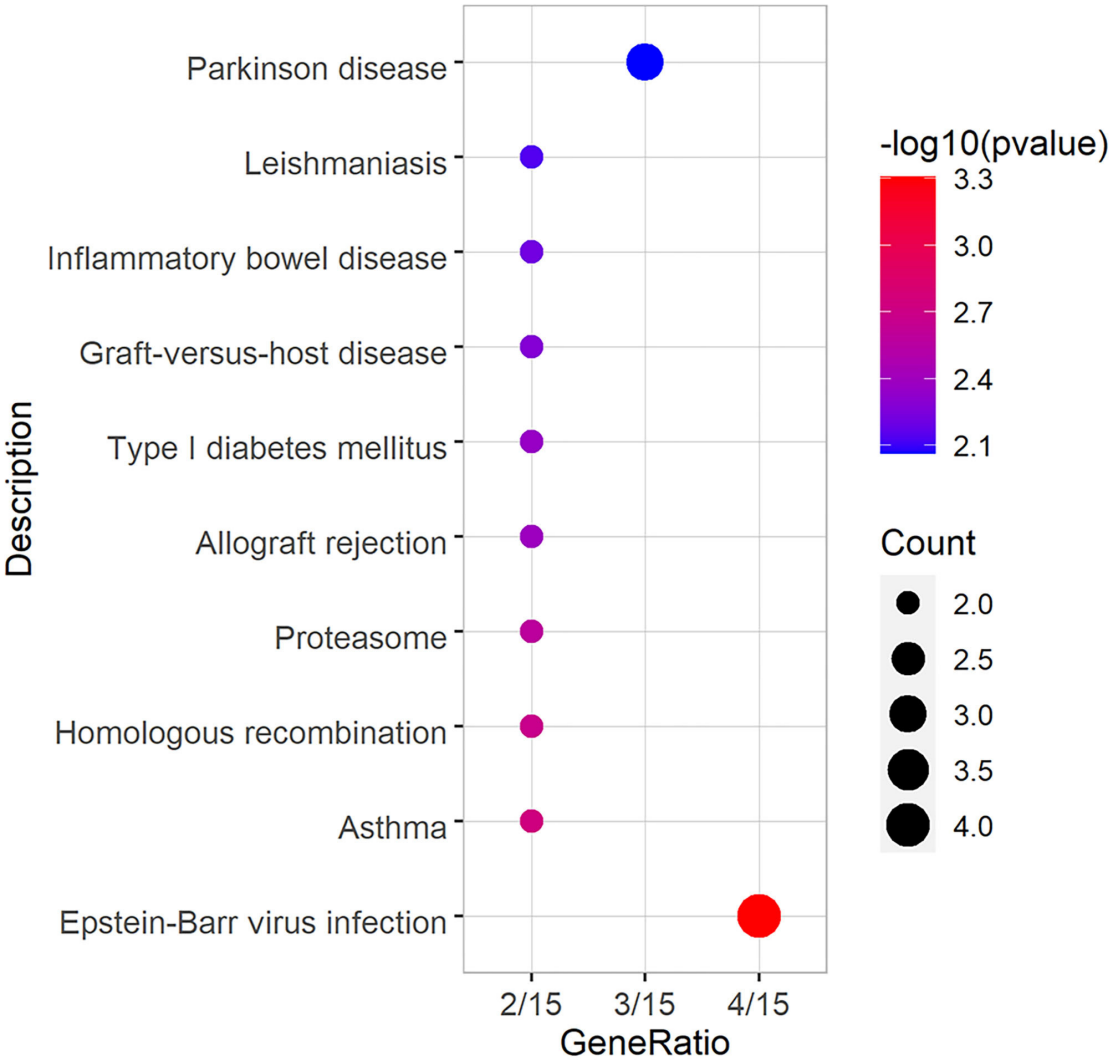
KEGG annotation of DEGs, and the significance level of enrichment was set at *P* < 0.05 (top10).

## Discussion

When endogenous or exogenous ROS and stimulation factors, such as LPS, stimulate bMECs, the oxidative stress and inflammatory response generated by bMECs reduce vitality and affect the health of the mammary gland, resulting in lactation dysfunction, which is the main cause of cow mastitis (27–30). The occurrence of mastitis leads to extensive changes in transcriptome profiles, including miRNA. Some important differentially expressed miRNAs (DEmiRNAs) have been screened out in bovine mammary tissues infected with pathogenic bacteria or in LPS-induced bMECs, such as miR-145 (31), miR-146a (9), and miR-223 (32, 33), which affect the inflammatory response of bMECs by regulating the activation of immune-related signaling pathways, such as TLRs signaling pathway, NF-κB signaling pathway and Janus kinase/signal transducer and activator of transcription (JAK/STAT) signaling pathway (9, 34–36). In addition, the study have shown that miR-141 and miR-200a are closely related to the regulation of oxidative stress in bMECs (37).Thus, miR-29c, as a significant DEmiRNA related to cow mastitis, should determine its potential role in bMECs. In this study, we interfered with the expression of miR-29c in MAC-T cells using a specific inhibitor and detected its transcriptome changes relative to the NC inhibitor group by RNA-seq. A total of 69 DEGs were detected, and the result of qRT-PCR verified that result of RNA-seq were reliable. These DEGs are involved in immune-related biological processes and signaling pathways, such as stress-activated MAPK cascade, Epstein-Barr virus infection and inflammatory bowel disease signaling pathways. It is suggested that the inhibition of miR-29c can regulate the immune and stress responses of bMECs.

The MAPK cascade mainly consists of three kinases: MAPK kinase kinase, MAPK kinase, and MAPK, which are activated and phosphorylated downstream in turn and participate in regulating a variety of life processes, including cellular immunity, proliferation, and apoptosis (38–41). Similarly, oxidative stress is an important part of the cellular immune response (42, 43). Inhibition of the MAPK signaling pathway and the expression of genes related to oxidative stress can effectively reduce the inflammatory injury of bMECs induced by LPS (44, 45). Our results found that *FOXO1* and *TNF-*α were significantly enriched in the above biological processes in bMECs. *FOXO1* is an important regulator of the cellular oxidative stress response (46), it was reported that *FOXO1* was significantly up-regulated in H_2_O_2_-induced H9C2 cells, while inhibition of *FOXO1* could up-regulate superoxide dismutase (SOD) levels and down-regulate malondialdehyde (MDA) and lactate dehydrogenase (LDH) levels, thus reducing oxidative stress and cell apoptosis induced by H_2_O_2_ (47). Furthermore, inhibition expression of *FOXO1* in the RAW264.7 cell line resulted in the down-regulation of pro-inflammatory genes, such as interleukin 1-beta (*IL-1*β), interleukin 6 (*IL-6*), and monocyte chemoattractant protein-1 (*MCP-1*) (48). Previous reports found that knockdown of miR-29c in breast cancer cells inhibited *FOXO1* expression but promoted the proliferation, migration, and invasion of breast cancer cells (49). *TNF-*α is an important regulator of the immune response in mammals under physiological or pathological conditions and can regulate the signaling pathways related to immune cell proliferation and apoptosis (50, 51). The expression of the *TNF-*α gene is positively correlated with the severity of dairy cow mastitis. Studies have found that miR-142-5p regulates LPS-induced bMECs inflammation by targeting Bcl-2-associated athanogene (*BAG5*), and it is positively correlated with *TNF-*α, *IL-1*β, *IL-6*, and interleukin 8 (*IL-8*) (52). Therefore, *FOXO1* and *TNF-*α were significantly down-regulated in the miR-29c inhibitor group, suggesting that down-regulation of miR-29c may reduce inflammation and oxidative stress, which was of great significance to the maintenance of bMECs steady state.

As a cell surface protein, soluble major histocompatibility complex (MHC) class II molecules (e.g., *BoLA-DQA family)* play an important role in maintaining immune homeostasis with the intracellular transport process (53). In this study, *BoLA-DQA5* was significantly enriched in inflammatory and immune-related signal pathways, such as Epstein-Barr virus infection and inflammatory bowel disease. Hou et al. (54) reported that cow mastitis might be regulated by *BoLA-DQA2* splice variants. In addition, studies have shown that the copy number variation of *BoLA-DQA5* may be related to various infection-related phenotypes in Holstein cows (55). And in the inflammatory diseases of cows, the expression of the *BoLA-DQA5* gene was significantly down-regulated in subclinical endometritis samples of cows on the 7th day of the estrus cycle compared with that of healthy cows, which may be involved in regulating antigen processing and presentation pathway (56). However, the potential effect of *BoLA-DQA5* on bMECs immune response needs further study.

It is widely known that miRNAs don't encode proteins, but they can directly or indirectly regulate the expressions of many genes (57). In previous reports, miR-29c was proved to target specific protein-1 (*SP1*) (11) and nuclear factor of activated T cells 5 (*NFAT5*) (58) to inhibit the inflammatory response in Parkinson's disease. However, miR-29c promotes the inflammatory response by targeting *LIF* in UC (14). 

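Parkinson disease in Table S4 holds SEM1, its second locus and GNAS. All 3 had an adjusted p below 0.05 from edgeR's quasi-likelihood test, GNAS not from DESeq2, and 2 of them, the SEM1 loci, passed the paper's threshold in opposite directions. SEM1 took 39.0% of the summed counts of both loci in NC inhibitor replicate 1 (95% exact Clopper-Pearson interval 36.8% to 41.2%) and 32.0% in NC inhibitor replicate 2 (30.1% to 34.0%). In miR-29c inhibitor replicates 1 and 2 it took 75.9% (74.1% to 77.7%) and 75.2% (73.5% to 76.9%). The intervals cover counting error only.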

Interestingly, the pathway for the above diseases were also enriched in our KEGG annotated results. In addition, a study was shown that inhibition of expression of miR-29c can help to reduce inflammation caused by sepsis (59). The above studies have shown that the role of miR-29c is different in different inflammation, which further highlights the importance of studying its role in bMECs. In this study, we identified the effect of miR-29c inhibition on the gene expression of MAC-T cells from a global perspective using RNA-seq technology, and the results indicated that miR-29c may regulate inflammatory responses and oxidative stress in bMECs. Meanwhile, considered the similarities of genes among different species, the target gene of miR-29c in other species still needs to be verified in dairy cow. Consequently, we predicted the potential target genes of miR-29c using the TargetScan database (http://www.targetscan.org/vert_80/) (Supplementary Table S5), and compared them with DEGs. What's surprising to us, though, is the fact that the predicted target genes did not include in the list of the up-regulated genes (log${}_{2}^{\text{foldchange}}$ > 1) in the miR-29c inhibitor group, the reason of which is that, the predicted target genes of miR-29c might not be identified under the criteria of DEGs screening adopted in this study. 

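Table S5 lists 1183 predicted targets under 1182 different symbols. Of the 42 higher genes of Table S2, 25 have a name, and 0 of these are in Table S5. Of the 27 lower genes 17 have a name, and 1 of these, COL5A3, is in Table S5. The second SEM1 locus was compared as LOC101907965, a name taken from its description. The names also include genes of small RNAs, such as SNORD24 and SNORA72 among the higher and RNaseP_nuc and 5S_rRNA among the lower. Such names could hardly match a list of predicted mRNA targets, so that the overlap rests on fewer genes than these counts. COL5A3 (ENSBTAG00000010179) had 14 and 23 counts in the NC inhibitor libraries and 4 and 6 counts in the miR-29c inhibitor libraries, a log2 fold change of -1.83 with a standard error of 0.59 and an adjusted p of 0.103 from edgeR's quasi-likelihood test. Without NC inhibitor replicate 2 its unadjusted P from edgeR was 0.0584. The predicted targets outside Table S2 were not analysed as a set here, since the files do not pair their identifiers with symbols. The paper proposes that targets of miR-29c were not picked up under the criteria used to call differentially expressed genes.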

As we know, the roles of miRNA are extensive, sensitive and rapid, and the inhibition of miRNAs on target genes may be more significant at the protein level, rather than mRNA level (60, 61). In addition, the expressions of target genes of miRNAs may be affected by negative feedback and cascade regulation (62). In short, this study provides valuable evidence for the potential role of miR-29c in regulating inflammation and oxidative stress in bMECs, but its specific molecular mechanism, including target gene identification, remains to be further studied.

## Conclusion

In conclusion, RNA-seq revealed that the inhibition of miR-29c in MAC-T cells could lead to the up-regulation of 42 genes and the down-regulation of 27 genes. The functional enrichment of the DEGs indicated that miR-29c might be a potential regulator of oxidative stress and inflammatory response in bMECs through multiple genes, such as *FOXO1, TNF-*α, and *BoLA-DQA5*, which enriched in stress-activated MAPK cascade, Epstein-Barr virus infection and inflammatory bowel disease signaling pathways. The above results imply that miR-29c plays an important role in the steady state of bMECs or cow mammary gland and may be a potential therapeutic target for mastitis in dairy cows.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary Material, and GEO DATABASE (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE195508).

## Author Contributions

JY, X-PW, and Z-ML designed the experiments. JY and Q-CH completed the experiments. JY, X-PW, Z-ML, and J-PW analyzed the data. JY drafted the paper. J-PW, Q-QR, X-PW, Z-ML, YM, and D-WW revised the manuscript. All authors contributed to the article and approved the submitted version.

## Funding

This research was supported by grants from the National Natural Science Foundation of China (No. 31960652), the Key Research and Development Project (Talent Introduction Project) of Ningxia Hui Autonomous Region (No. 2019BEB04002), and the Introducing Talent Research Project of Ningxia University (No. 030900001926).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher's Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: RNA-Seq Reveals the Role of miR-29c in Regulating Inflammation and Oxidative Stress of Bovine Mammary Epithelial Cells
**Source:** Front Vet Sci. 2022 Apr 1;9:865415. doi: 10.3389/fvets.2022.865415
**Supplement:** Supplementary Figure S1 — Identification of MAC-T cells by immunofluorescence with cytokeratin 18.

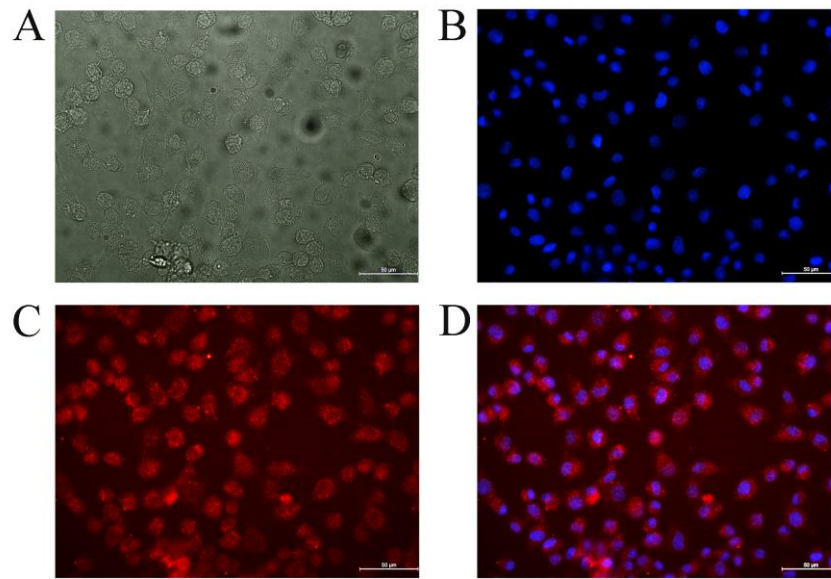

**Figure S1.** Identification of MAC-T cells by immunofluorescence with cytokeratin 18 (200×). (A) Bright field. (B) DAPI staining. (C) Immunofluorescence with cytokeratin 18 labeled with Cy3. (D) Merge of B and C. The slightly rounded cell morphology may be due to the instability of the cell attachment culture dish during immunofluorescence staining.

How the deposited data were processed for this re-analysis (not part of the article)

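RNA-seq was analysed for MAC-T cells 48 h after transfection with 100 nM of the miR-29c inhibitor or the NC inhibitor, with 2 libraries of each group. The paper describes 3 libraries per group, and replicate 3 of each group was not analysed here. The groups and replicates were taken from the sample labels and the paper.

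The authors filtered the reads, aligned them with HISAT2 to the bovine genome, which the paper names as UMD3.1, and counted them on genes with featureCounts. The values the authors deposited are whole-number counts per gene, not normalized. Versions and options of the counting are not given in the sources used here. FPKM values, which the paper plots, were not used here.

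From the counts, edgeR 4.0.16 in R 4.3.3 was used with TMM scaling, a group term only, and its quasi-likelihood test with default settings (limma 3.58.1), over the 20300 genes with at least 1 count in total. The standard error of a log2 fold change is its size divided by the square root of the F statistic. Calls were counted at the paper's threshold, an unadjusted P below 0.05 with an absolute log2 fold change above 1, and at a Benjamini-Hochberg adjusted p below 0.05. The common biological coefficient of variation was 0.0421. The default quasi-likelihood fit estimated an infinite prior degree of freedom, so that all genes shared the trended spread, and a bias-adjusted fit gave 9.12. Normalized counts set beside the paper's used DESeq2 1.42.0 size factors. CPM values of single genes used the TMM-scaled library sizes.

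The test was tested on simulated data with the means and library sizes of these libraries and 200 changed genes, for the comparison of the miR-29c inhibitor with the NC inhibitor. At an adjusted p below 0.05, edgeR recovered 99.5% of the changed genes with 12 false calls among 19717 genes tested, and DESeq2 recovered 94.0% with 0 false calls. Changed genes were drawn from those with at least 200 counts in total, so that these shares do not hold for low genes. Each simulated gene took the trended spread, which the default fit assumes for all genes. False calls among real genes may therefore be more frequent.

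The alternatives set before the data were examined were DESeq2's size factors in edgeR, no scaling beyond the library total, the DESeq2 Wald test, the filterByExpr filter, at least 10 counts in every library, each library left out, where the lone library of a group is assumed to vary like those of the other group, and a block for the replicate number. Further settings of the quasi-likelihood fit and a log10 scale for the correlation were chosen after seeing the data. DESeq2 gave no adjusted p for 3936 genes, and these were left as missing.

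Genes named in the text are those the paper names in its RNA-seq, qRT-PCR and enrichment results or as miR-29c targets, the 5 genes with the largest log2 fold change in each direction among those with an adjusted p below 0.05 and no overlap of CPM between groups, and a list of inflammation and oxidative stress genes of the paper. Table S2 had been seen when this rule was written. The files hold no symbols, and only Table S2 pairs their identifiers with names, by a symbol for 41 of its 69 genes and by the description for the second SEM1 locus. Genes of the list outside Table S2, the reference genes of the qRT-PCR and the published targets LIF, SP1 and NFAT5 have no name in the files and are not reported. Where a group had 0 counts, 3 counts over the group were taken as the upper limit and a lower bound of the fold was computed from it, and no fold is given where the other group had 3 counts or fewer. The bound takes the counts of the other group as exact and leaves out their counting error.

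GC content of genes, 3' UTR seed matches, FPKM values and tests of the predicted targets or the inflammation genes as a set need a genome annotation or a table of symbols and were not analysed here.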

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

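The comparison with differences between libraries of the same group, the simulated libraries and the count of regroupings at the adjusted p were chosen after the results were seen.

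Most genes called at the adjusted p of edgeR lie outside Table S2, and the paper does not discuss them. Outside Table S2, 275 genes had an adjusted p below 0.05 from edgeR's quasi-likelihood test, 162 higher and 113 lower in the miR-29c inhibitor group, and 267 of them had an absolute log2 fold change of at most 1, so that they lie under the paper's fold change limit. The number depends on the test. DESeq2 gave 38 such genes, 37 of them higher, and the bias-adjusted quasi-likelihood fit, chosen after seeing the data, gave 26. In all 3 fits 25 genes outside Table S2 were called, 24 of them higher. Over all genes, edgeR's adjusted count of 183 higher and 114 lower fell to 55 and 17 without miR-29c inhibitor replicate 2 and to 127 and 34 without NC inhibitor replicate 1. In 20 simulated sets of 4 libraries with no gene changed, edgeR called at most 1 gene at this adjusted p, and DESeq2 called 0. NC inhibitor 1 with miR-29c inhibitor 2, against the other libraries, gave 11 genes with edgeR and 2 with DESeq2. This is more than in any simulated set, so that the simulated sets may understate the spread of real libraries. Their few calls therefore do not show that the 275 genes are a signal.

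Of the 3 ways to part the 4 libraries into 2 and 2, only the real one, 1 of 3, gave as many genes at the adjusted p of edgeR. The others gave 0 genes for replicate 1 of both groups against replicate 2 of both, where the counts at the paper's threshold were 104 genes with edgeR and 15 with DESeq2, and 11 genes for the remaining split. With 3 splits, chance cannot be excluded.

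Technical explanations stay open. The reads of the miR-29c inhibitor libraries analysed had a GC content 0.24 percentage points above those of the NC inhibitor libraries in Table 1 of the paper, with no overlap between groups, and a bias between libraries by GC content would move many genes by small amounts. The GC content of genes was not analysed here, so that this bias and an effect of the inhibitor cannot be told apart. Among the 3405 genes with a mean log2 CPM above 6, the difference between groups had a correlation across genes of 0.399 with the difference between miR-29c inhibitor replicates 2 and 1, and of 0.13 with the difference between NC inhibitor replicates 2 and 1. Above a mean log2 CPM of 4 these were 0.232 and 0.0479, and over the 14289 genes of filterByExpr 0.071 and 0.0512. In the simulated sets with no gene changed they were at most 0.0457 and 0.0648 in size over all 3 levels, but simulated genes vary independently and real ones do not. Each correlation shares libraries with the difference between groups, so that a wider spread of 1 library would also give it. A graded difference between the 2 miR-29c inhibitor wells and a gradient between libraries that runs through both groups cannot be told apart with 2 libraries per group, and a wider spread of 1 library stays open. Library size, between 14479278 and 16213226 counts, overlapped between groups. An effect of the inhibitor on these genes remains an open explanation.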

How the results depend on the processing

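The bias-adjusted and the robust quasi-likelihood fits and the log10 scale were chosen after seeing the data. Causes of the changes below were not tested, except that a stricter filter tests fewer genes and leaving out a library uses fewer samples.

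At the paper's threshold, 87 higher and 70 lower genes were called. DESeq2's size factors and library totals alone kept both counts within 1.5 times, as did the robust fit. The DESeq2 Wald test gave 28 and 15, filterByExpr 51 and 32, and at least 10 counts in every library 17 and 10. The bias-adjusted fit gave 110 lower genes. With each library left out, the higher genes ranged from 82 to 112 and the lower genes from 67 to 112, the latter without NC inhibitor replicate 2. At the adjusted p, where 183 higher and 114 lower genes were called, the DESeq2 Wald test gave 44 and 2 and the bias-adjusted fit 32 and 2. The lower genes came to 62 with filterByExpr and 63 with at least 10 counts in every library. Leaving out a library gave 55 to 172 higher and 17 to 146 lower genes, the lowest of both without miR-29c inhibitor replicate 2; without NC inhibitor replicate 1 the lower genes were 34.

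Of Table S2, 31 higher and 19 lower genes were called again. The DESeq2 Wald test called 20 and 8, at least 10 counts in every library 12 and 2, and filterByExpr 6 lower genes. Leaving out a library gave 23 to 29 higher and 9 to 11 lower genes, with each of the 4 libraries bringing the lower genes down by over 1.5 times. At the adjusted p, 21 higher genes and 1 lower gene were called, with 7 and 1 under the DESeq2 Wald test, 7 and 1 under the bias-adjusted fit and 11 to 19 higher genes with a library left out.

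FOXO1 kept its direction in all settings. Its log2 fold change was -1.04 with the DESeq2 Wald test, where P was 0.115 from DESeq2, and -1.36 to -0.63 with a library left out, where P was 0.27 from edgeR without NC inhibitor replicate 1. BOLA-DQA5 also kept its direction, at -0.94 with the DESeq2 Wald test, where P was 0.171 from DESeq2. With a library left out, its log2 fold change ranged from -1.26 to -0.55. It was smaller in size without NC inhibitor replicate 2, at -0.55, and without miR-29c inhibitor replicate 2, at -0.68. It was larger in size without replicate 1 of either group, at -1.24 for NC inhibitor and -1.26 for miR-29c inhibitor. The unadjusted P of TNF stayed above 0.05 in every setting run, and lay between 0.0964 with the bias-adjusted fit and 0.367 with the DESeq2 Wald test; the stricter filters left this gene out. The summed counts of both SEM1 loci changed by 0.136 to 0.231 on the log2 scale with a library left out, with an unadjusted P of 0.0598 from edgeR without miR-29c inhibitor replicate 2. For the 19 other named genes, the direction was kept in every alternative run, and the side of P was kept in 201 comparisons and lost in 17, which concern IFNE, FAM81B, CHRD, COL5A3 and 2 genes with no symbol.

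The squared correlation within the NC inhibitor group was 0.9969 on CPM without log, 0.9919 with filterByExpr, 0.9488 as a squared Spearman correlation and 0.9635 on log10(CPM + 0.01). Within the miR-29c inhibitor group these were 0.9985, 0.9916, 0.9499 and 0.9642.

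The groups share replicate numbers, but nothing in the paper or the labels says that a number marks a shared batch. The deviations of libraries with the same number had a correlation across genes of 0.0115 over the 14289 genes of filterByExpr, of 0.0904 among genes with a mean log2 CPM above 4 and of 0.174 above 6. In simulated sets with no gene changed, chosen after seeing the data, it was at most 0.0306 in size. A shared batch is not excluded, and the samples were not paired in the values above. With a replicate block, 67 higher and 54 lower genes passed the paper's threshold, and 216 and 136 the adjusted p. Among the named genes only CHRD changed its side of P under the block, with an unadjusted P of 0.061 from edgeR.

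Not run were the GC content offset, with and without the block, the set tests of predicted targets, seed matches and inflammation genes with their alternatives, the relation with GC content, and the FPKM scale, which need an annotation or symbols. The calls of low genes also depend on the test: of the 27 lower genes of Table S2, 26 with a mean normalized count under 30 in the NC inhibitor group, 21 had an unadjusted P below 0.05 with edgeR and 8 with DESeq2, and 1 had an adjusted p below 0.05 with each. What depth limits was not tested for such genes, since the simulated changes were in genes with at least 200 counts.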

Differences from the paper's values

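The paper reports 42 genes up-regulated and 27 down-regulated from 3 libraries per group, against 87 and 70 here from 2 libraries per group. Of the alternatives set before the data were examined, filterByExpr comes within 1.5 times of the paper's values in both directions, with 51 and 32 genes, and the DESeq2 Wald test only in the higher direction, with 28 and 15. The other alternatives run do not. Neither set is the paper's, since filterByExpr called 21 and 6 of the paper's genes again, and the DESeq2 Wald test 20 and 8.

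For BOLA-DQA5 the paper gives a log2 fold change of -1.394, against -0.95 here. Leaving out NC inhibitor replicate 1 or miR-29c inhibitor replicate 1 brings the value within its error of the paper's. With the DESeq2 Wald test the value, -0.94, is no nearer, and the paper's lies within the error only because that error is wider, 0.69 against 0.43. The other alternatives do not bring it within the error. For TMEM160 the paper's Table S2 gives 2.6222, against 2.22 here, and no alternative falls within the error. For UBE2S it gives 1.1013, against 0.98 here, and leaving out NC inhibitor replicate 1 or miR-29c inhibitor replicate 1 falls within the error. The DESeq2 Wald test does so only by its wider error, 0.175 against 0.064, at a value of 0.98. For SEM1 it gives 1.0661, against 1.28 here, with no alternative within the error. For the second SEM1 locus it gives -1.0327, against -1.22 here, and only leaving out NC inhibitor replicate 2 falls within the error. Over the 57 genes of Table S2 with counts in both groups, 15 differed from the paper by more than the standard error, 38 were smaller in size than in the paper and 0 had the opposite sign.

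The mean normalized count of TNF in the NC inhibitor group is 3.31 in the paper's Table S2 and 1.51 here (SD 0.817, n = 2 libraries). No other setting was run for this mean. The paper's text gives TNF as significantly lower, and here its unadjusted P from edgeR was 0.208 and 0.367 with DESeq2. The paper calls BOLA-DQA5 at its threshold, and here it passed the P with edgeR but not the fold change limit, and with DESeq2 it passed neither, at an unadjusted P of 0.171. With edgeR it passed both without NC inhibitor replicate 1 or miR-29c inhibitor replicate 1.

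The squared correlation between both NC inhibitor libraries is about 0.94 in Fig. 3, read by eye, against 0.9963 here, and between both miR-29c inhibitor libraries about 0.94, against 0.9963. For NC inhibitor replicate 1 it is about 0.93 with miR-29c inhibitor replicate 1, against 0.9959, and about 0.94 with replicate 2, against 0.9953. For NC inhibitor replicate 2 it is about 0.93, against 0.9961, and about 0.94, against 0.9957. No alternative brings these values within 0.005 of the figure. The paper's text does not name the scale, and the squared Spearman correlation, at 0.9463 to 0.9499, came nearest.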

Other observations

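The tests of simulated libraries, of the shares of SEM1 and of its summed counts were chosen after the results were seen.

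The number of genes past the paper's threshold was close to what libraries with no change give. In 20 simulated sets of 4 libraries, drawn from the means, sizes and spread of these libraries with no gene changed, edgeR's quasi-likelihood test called a median of 142 genes, between 124 and 174, where 157 were called in the real libraries. This is consistent with counting noise and spread between libraries as the source of most calls at this threshold, as a hypothesis. With DESeq2 the simulated sets gave a median of 13 genes, between 4 and 18, against 43 in the real libraries, so that the DESeq2 calls lie above this level. Another split of the 4 libraries gave 104 genes and the remaining one 129 genes with edgeR. Only the real split, 1 of 3, reached 157, and chance cannot be excluded with 3 splits.

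SEM1 was higher in the miR-29c inhibitor libraries and its second locus lower. The summed counts had a log2 fold change of 0.179, against 1.28 and -1.22. A sum lies between its parts whatever the cause. This value therefore does not decide whether reads were divided differently between the loci or transcription changed at both. The sequences of the loci were not compared. Opposite changes are not what a constant division of all reads between the loci would give. The share of SEM1 in the lowest miR-29c inhibitor library analysed lay 36.2 percentage points above the highest NC inhibitor library analysed. The share of SEM1 restates the opposite changes and is not a separate test. The paper's log2 fold changes from 3 libraries per group were smaller in size, 1.0661 and -1.0327. Its mean normalized counts in the NC inhibitor group were 880.41 for SEM1 and 1230.04 for the second locus, against 739 and 1348 here. The gap may therefore be smaller with replicate 3. The counting intervals of both NC inhibitor libraries did not overlap either, so that they do not measure the spread between libraries. A division that differs between the groups and a true switch of transcription between the loci cannot be told apart from counts per gene. SEM1 is in 9 pathways of Table S4 together with this locus, and in 3 of them the members are these loci alone.

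The genes below are the 5 largest changes in each direction among 273 genes. These had an adjusted p below 0.05 from edgeR and no overlap of CPM between groups, and the ranks hold among them only. Of the 10 genes, 3 also had an adjusted p below 0.05 from DESeq2. The largest increase was in a gene with no Ensembl identifier, with 0 counts in both NC inhibitor libraries and 24 and 21 in the miR-29c inhibitor libraries. Against 3 counts over the group this is at least 15.2-fold higher, with the miR-29c inhibitor counts taken as exact. This gene is not in Table S2, so that the paper's comparison of 3 libraries per group did not list it. Replicate 3 may therefore not share its change. The 5 largest increases also included 3 further genes with no symbol, with log2 fold changes of 2.54 to 2.91, and TMEM160. The 3 genes had 1 to 5 counts in each NC inhibitor library, and their log2 fold changes ranged from 1.90 to 3.92 with a library left out. The largest decrease was in ENSBTAG00000019015, with 216 and 84 counts in the NC inhibitor libraries and 43 and 48 in the miR-29c inhibitor libraries. Its NC inhibitor libraries differed by more than 2 times, and its log2 fold change went from -1.71 to -0.77 without NC inhibitor replicate 1, so that its rank rests on that library. Its adjusted p was 0.9999 from DESeq2, and its unadjusted P was 0.175 with the robust fit, chosen after seeing the data. The other decreases were the second SEM1 locus and 3 genes with no symbol, with log2 fold changes of -1.07 to -1.03. Like ENSBTAG00000019015, these 3 genes are not in Table S2. Among these 3 genes, ENSBTAG00000007881 had a log2 fold change of -0.50 without NC inhibitor replicate 1 and of -0.63 without miR-29c inhibitor replicate 2. Its unadjusted P was 0.116 from DESeq2. No explanation was tested for these genes, apart from the second SEM1 locus. CHRD (ENSBTAG00000002878), a member of a pathway of Table S4, had 17 and 20 counts in the NC inhibitor libraries and 8 and 10 in the miR-29c inhibitor libraries, with an adjusted p of 0.55 from edgeR.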
